# Effect of hormonal therapy on the otoconial changes caused by estrogen deficiency

**DOI:** 10.1038/s41598-022-27240-5

**Published:** 2022-12-30

**Authors:** Takahiro Nakata, Masahiro Okada, Eriko Nishihara, Aoi Ikedo, Sawa Asoh, Taro Takagi, Naohito Tokunaga, Naohito Hato, Yuuki Imai

**Keywords:** Neuroscience, Neurology

## Abstract

Benign paroxysmal positional vertigo (BPPV) is associated with menopause and/or osteopenia. Morphological changes in the otoconial layer have been reported after ovariectomy (OVX). Moreover, hormone replacement therapy decreases BPPV risk. However, knowledge concerning the effect of hormonal therapy on the otoconial changes caused by estrogen deficiency is limited. We aimed to examine the effect of hormonal therapy on otoconial changes caused by estrogen deficiency. We hypothesized that hormonal therapy could reduce otoconial changes caused by OVX. Eight-week-old C57BL/6 mice were divided into four groups: sham operation with implantation of vehicle (sham + v), OVX with implantation of vehicle (OVX + v), OVX with implantation of estradiol (E2) (OVX + E2), and OVX with implantation of raloxifene (RAL) (OVX + RAL) groups. Otoconial layer volume was measured by micro-CT at 4 weeks after OVX or the sham operation. The otic bullae were removed; immunohistochemistry was performed for estrogen receptor alpha and 4-hydroxynonenal. Otoconial layer volume was significantly higher in the OVX + v than in the sham + v group. E2 and RAL significantly reduced these changes in the endometrial layer. The staining of estrogen receptor alpha and 4-hydroxynonenal were stronger in the OVX + v than in the sham + v group but equal in the sham + v, OVX + E2, and OVX + RAL groups. These results indicate that E2 and RAL are effective against morphological changes of the otoconial layer caused by estrogen deficiency via oxidative stress reduction.

## Introduction

Benign paroxysmal positional vertigo (BPPV) is a common vestibular disorder. A typical BPPV attack is triggered by horizontal or vertical head movement. Several patients claim that a severe vertigo attack occurs when lying down, turning over, or sitting up in bed. The cumulative incidence of BPPV during a lifetime is almost 10% at an age of 80 years^1^. The widely accepted etiology of BPPV is that the dislodged otoconial debris from the utricle floats into the endolymph and is trapped in the semicircular canal. The change in head position results in the movement of otoconial debris by gravity and follows an abnormal endolymph stream, leading to an inappropriate cupula signal, which finally gives rise to a vertigo attack. The natural course of BPPV without canal repositioning therapy results in spontaneous remission for several weeks^2^. The canalith repositioning procedure is often performed for patients with BPPV. The cure rate of the canalith repositioning procedure has been reported to be higher (94.2%) compared with that of no treatment (36.4%), and the relapse rate is 3.8% within 6 months^3^. Despite its short-term effect, it has been reported that 33.8–50% of patients with BPPV have a recurrence within several years^4–7^, and BPPV impairs the quality of life of patients^8^. However, there is no standard treatment for BPPV.

According to previous studies, BPPV is most common in middle-aged female individuals^9^, and hormone replacement therapy decreases its risk^10^. In addition, it has been reported that patients with BPPV tend to have low bone mineral density and low serum concentrations of vitamin D^6,11–16^, and those who have recurrence had a lower level of vitamin D than the non-recurrence group^6,12,15,17^. These studies suggest that BPPV is related to postmenopausal conditions or bone metabolism disturbance. In previous animal studies, bilateral ovariectomy (OVX), which induces estrogen deficiency and osteoporosis, caused morphological changes in otoconia^18–20^. It has also been reported that supplementation with phytoestrogen prevents otoconial changes induced by OVX^18^. Estrogen has been shown to have antioxidant properties^21^, while other studies have reported that BPPV is associated with oxidative stress^22–24^. However, no studies have investigated the effect of estrogen or osteoporosis drugs on changes in otoconia due to estrogen deficiency as well as the relationship between estrogen deficiency and oxidative stress in the utricle. Therefore, we aimed to examine this issue in this study.

Estrogen is a steroid hormone and acts as a transcription factor through estrogen receptor (ER), which is one of the nuclear receptors^25^. The administration of estrogen is applied to climacteric symptoms^26^. However, the administration of estrogen for the treatment of postmenopausal osteoporosis is controversial^27–29^. For such treatment, raloxifene (RAL) administration is widely provided. RAL is a selective ER modulator (SERM). Moreover, it is a non-steroidal agent that binds to ER^27^. Its action as an agonist or antagonist varies according to the organ tissue^30^. However, it remains unknown whether RAL acts as an agonist or antagonist in the inner ear. To examine this issue, in this study, we chose RAL for osteoporosis treatment. Our hypothesis was that estrogen or osteoporosis drugs could prevent the otoconial changes caused by estrogen deficiency via reducing oxidative stress. This study may provide useful information concerning the treatment options for preventing the occurrence of BPPV.

## Results

### Uterine weight

Figure 1 shows the uterine weight measurements for each group at 4 weeks postoperatively. The uterine weights were 86.4 ± 39.4 mg, 12.0 ± 3.0 mg, 217.7 ± 30.1 mg, and 25.8 ± 4.4 mg, in the sham + vehicle (sham + v), OVX + vehicle (OVX + v), OVX + Estradiol (OVX + E2), and OVX + Raloxifene (OVX + RAL) groups, respectively. The uterine weight in the OVX + v group was significantly lower than that in the sham + v group (*p* < 0.001). The uterine weight in the OVX + E2 group was significantly higher than that in the OVX + v (*p* < 0.001) and OVX + RAL groups (*p* < 0.001). These data showed that OVX was performed correctly, the pellet of estradiol was absorbed by the mouse, and the pellet of raloxifene did not strongly affect the uterus.

**Figure 1:**
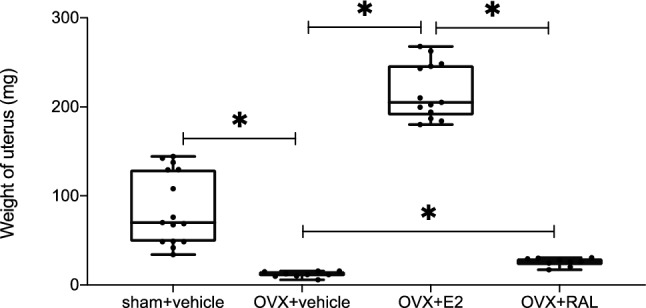
Weight of the uterus (each n = 9–15). The weight of the uterus decreased after ovariectomy (OVX). The administration of estradiol (E2) significantly increased the weight of the uterus relative to OVX with vehicle (*p* < 0.001). The uterus weight was significantly higher in the OVX + raloxifene (RAL) than in the OVX + v group (*p* = 0.002). (ANOVA: *p* < 0.001, *: *p* < 0.01).

### Bone mineral density

Figure 2 shows the total bone mineral densities (BMDs) of the femurs in each group at 4 weeks postoperatively. The femoral BMDs were 28.8 ± 1.0 mg/cm^3^, 27.3 ± 0.7 mg/cm^3^, 36.7 ± 1.0 mg/cm^3^, and 31.2 ± 1.2 mg/cm^3^ for the sham + v, OVX + v, OVX + E2, and OVX + RAL groups, respectively. The BMD was significantly lower in the OVX + v than in the sham + v group (*p* < 0.001). The BMDs were significantly higher in the OVX + E2 and OVX + RAL groups than those in the OVX + v group (both *p* < 0.001). These data demonstrated that the administrations of estradiol and raloxifene were effective for bone metabolism.

**Figure 2:**
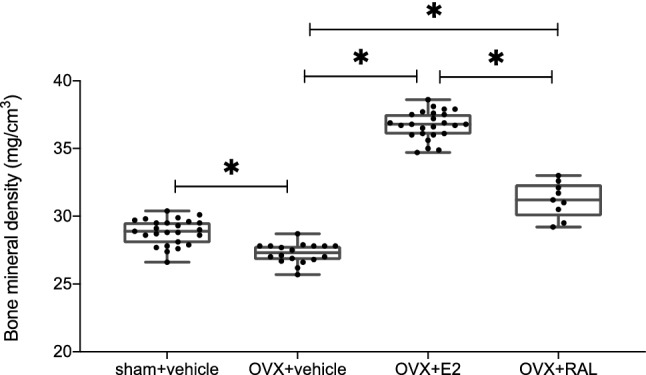
The bone mineral densities (BMDs) of the femurs measured by DEXA (each n = 9–25). The BMDs of the femurs were significantly lower in the OVX + v than in the sham + v group (*p* < 0.001). The administration of estradiol or raloxifene significantly increased the BMDs of the femurs relative to those in the OVX + v group (*p* < 0.001 and *p* < 0.001, respectively). (ANOVA: *p* < 0.001, *: *p* < 0.01).

### Volume of the otoconial layer

Figure 3 shows the volume of the utricle otoconial layer obtained by micro-CT (µCT) for each group at 4 weeks postoperatively. The volumes of the utricle otoconial layer were 481,272.0 ± 19,998.2 µm^2^, 511,274.3 ± 20,755.1 µm^2^, 472,776.9 ± 29,765.6 µm^2^, and 483,702.3 ± 21,973.8 µm^2^ for the sham + v, OVX + v, OVX + E2, and OVX + RAL groups, respectively. The volume of the utricle otoconial layer was significantly higher in the OVX + v group than in the sham + v group (*p* < 0.001), whereas it was not significantly different in the sham + v, OVX + E2, and OVX + RAL groups.

**Figure 3:**
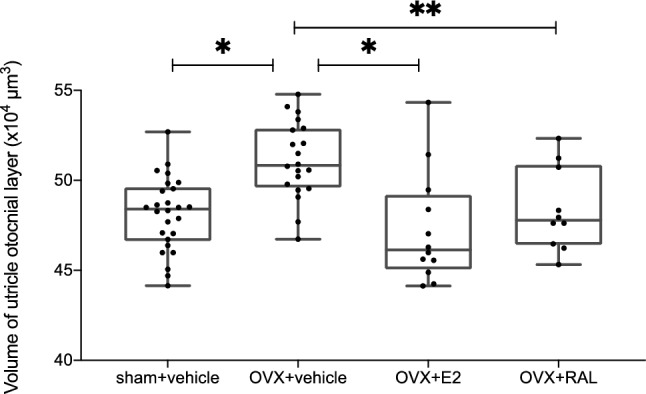
The volume of the utricle otoconial layer was measured using a micro-CT scan (each n = 10–26). The volume of the utricle otoconial layer in the OVX + v group was significantly higher than that in the sham + v group (*p* < 0.001). The volumes of the utricle otoconial layers in the OVX + E2 and OVX + RAL groups were significantly lower than those in the OVX + v group (*p* = 0.007 and *p* = 0.04, respectively) (ANOVA: *p* < 0.001, *: *p* < 0.01, **: *p* < 0.05).

### RNA-Seq analysis

Differential expression analysis of total mRNA in the utricle was performed. 

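Utricles of C57BL/6J mice operated on at 8 weeks of age were taken 4 weeks after the operation, with 5 libraries in each of the 4 groups. The mice of the OVX + E2 group carried a pellet releasing 50 µg of estradiol over 60 days, and those of the OVX + RAL group a pellet releasing 2.4 mg of raloxifene over 60 days. Each library was made from 1 ng of total RNA with a kit that sequences the 3′ ends of mRNA, read for 75 cycles, trimmed of the first 12 nucleotides and mapped to the GRCm39 genome. The authors' deposited tables give the number of reads counted on each of 25655 genes, and 15803 of these had a count in at least 1 of the 20 libraries. The counts per library ranged from 1507719 to 2053255 in the sham + v group (median 1788489), from 1435156 to 2019032 in the OVX + v group (median 1605308), from 1123053 to 1507667 in the OVX + E2 group (median 1324047) and from 1702313 to 2081747 in the OVX + RAL group (median 1906110). A gene with 3 counts, the smallest number taken as detected, had 2.67 CPM in the smallest library and 1.44 CPM in the largest. The number of genes with a count was 8651 to 10625 in the sham + v group, 10004 to 10694 in the OVX + v group, 7427 to 9680 in the OVX + E2 group and 10103 to 10290 in the OVX + RAL group. The 10 genes with the most counts took between 13.1% and 19.6% of a library. No library batch is given in the labels or in the paper. The counts of each pair of groups were compared by the quasi-likelihood test of edgeR, with the total count of a library as its size, on genes with at least 10 counts over the 10 libraries.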

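The comparison of the sham + v group with the OVX + v group covered 13825 genes, that of the OVX + E2 group 13695 genes and that of the OVX + RAL group 14002 genes. At an adjusted p of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 2 genes differed between the sham + v and OVX + v groups, and both were higher in the sham + v group. Between the OVX + E2 and OVX + v groups 8 genes differed, 2 higher and 6 lower in the OVX + E2 group. Between the OVX + RAL and OVX + v groups 4 genes differed, 3 higher and 1 lower in the OVX + RAL group. The numbers of genes with an unadjusted p under 0.05 were 1727, 1908 and 1696, respectively. They were 685, 718 and 707 with DESeq2, and 148, 149 and 171 with the default filter of edgeR. Other splits of the same 10 libraries reached 1890, 2009 and 1772 by edgeR, so these numbers are no measure of real differences. The number of genes at an adjusted p of 0.05 moved most with DESeq2 and its own size factors in 2 comparisons. It was 12 for the sham + v group (4 higher and 8 lower) and 38 for the OVX + E2 group. For the OVX + RAL group it moved most in the fit without replicate 16 (11 genes). A list of genes was fixed before the data were examined (the genes named by the paper, their paralogs, estrogen receptors, antioxidant genes and genes of otoconial proteins). For the sham + v group 67 of them were tested, and 1 passed 0.05 when adjusted over all genes and 2 when adjusted over the list alone. For the OVX + E2 group 66 were tested, and 3 and 5 passed, respectively. For the OVX + RAL group 64 were tested, and 1 passed either way. The list holds the paper's own calls on these data.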

After obtaining the results of the volume of the otoconial layer, the data of the OVX + v group were compared with those of the sham + v, OVX + E2, OVX + RAL groups. In comparison between the OVX + E2 and OVX + v groups, the expression of *Gstp2* in the OVX + E2 group was significantly higher, and the expressions of *Orc8*, *Amd2*, *Mettl16*, *Slc35b1*, *Cog5*, *Wdr41*, *Sra1*, and *Stard8* in the OVX + E2 group were significantly lower. 

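In the OVX + E2 group, *Gstp2* was higher with a log2 fold change of 5.90 (standard error 0.974, adjusted p = 4.63e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cog5* had 130 ± 96.8 CPM (SD, n = 5) in the OVX + v group and no count in any OVX + E2 library, and was at least 56.7-fold lower (adjusted p = 1.38e-08, edgeR). *Amd2* had a log2 fold change of -7.22 (standard error 1.23, adjusted p = 1.09e-05, edgeR). Without each library in turn it ranged from -10.62 to -2.84, and the adjusted p rose to 0.999 in 1 of these 10 edgeR fits. Of 17 alternatives, these fits included, 6 gave a weaker result. Reads of *Amd2* were counted in 2 of the 5 OVX + v libraries, with 1090 counts in replicate 8 and 40 in replicate 6. They were also counted in 1 OVX + E2 library with 5 counts. *Mettl16*, *Wdr41*, *Sra1* and *Stard8* had at most 3 counts in every OVX + E2 library. They were lower by at least 19.8-fold, 20.2-fold, 14.2-fold and 14.4-fold, respectively, and each had an adjusted p of 0.351 from edgeR. *Sra1* had counts in 4 of 5 OVX + v libraries. Such lower bounds, that of *Cog5* included, cover counting error only. The OVX + E2 libraries held 8353.8 genes on average, and OVX + v libraries thinned to the same totals 10108.5. Fewer molecules captured in the OVX + E2 libraries may therefore also give such low counts. *Slc35b1* had 92.9 ± 43.0 CPM (SD, n = 5) in the OVX + v group and was lower in the OVX + E2 group, with a log2 fold change of -2.84 (standard error 1.11, adjusted p = 0.351, edgeR). Adjusted over the fixed list alone, the p of *Wdr41* was 0.0271 by edgeR. The list holds *Wdr41* because the paper called it on these same libraries, so that this value is no independent support. No gene named *Orc8* is listed in the tables. *Orc2*, chosen after its values were seen, had 39.7 ± 31.0 CPM (SD, n = 5) in the OVX + v group and at most 1 count in every OVX + E2 library, at least 17.4-fold less, with an adjusted p of 0.351 from edgeR. *Gm10800*, which was higher in the OVX + E2 group, and *Ptgds*, *S100b*, *Ttr* and *Apod*, which were lower, were also past the threshold. *Apod* was chosen after its values were seen.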

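The log2 fold change of *Gstp2* against the OVX + v group was 5.77 in the OVX + RAL group (standard error 0.857, adjusted p = 1.48e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.34 in the sham + v group (standard error 0.676, adjusted p = 9.28e-17, edgeR). Without each library in turn it stayed between 4.81 and 11.00 in the OVX + RAL group and between 5.47 and 11.52 in the sham + v group. The adjusted p of *Gstp2* was under 0.05 in all 10 of these fits for the sham + v group and in all but 1 of those for the OVX + RAL group, where it rose to 0.140 without replicate 18. In the test of DESeq2 the log2 fold changes were 5.89 (standard error 2.90, adjusted p = 0.869) and 6.40 (standard error 2.56, adjusted p = 0.655), respectively. The other genes past the threshold in the OVX + RAL group were *Ifit3* and *Ifi27l2a*, which were higher, and *Pakap_3*, which was lower. In the sham + v group *Eme1* was the other gene past the threshold.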

In comparison between the OVX + RAL and OVX + v groups and between the sham + v and OVX + v groups, the expression of *Gstp2* gene was found to be significantly higher in the OVX + RAL and sham + v groups. 

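With all 20 libraries in 1 fit, *Gstp2* in the OVX + v group had a log2 fold change of -6.00 against the mean of the other 3 groups (standard error 0.674, adjusted p = 7.57e-15 over 14870 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.288 with DESeq2 and 0.302 with the robust form of edgeR's test. *Gstp2* was counted in 1 of 5 OVX + v libraries and in 11 of the other 15 at 3 counts or more (Fisher's exact test, two-sided, p = 0.109). The mean of log2(CPM + 1) in the OVX + v group differed by -4.36 from that of the other 15 libraries (exact permutation test, two-sided, p = 0.0243, 15504 groupings). *Gstp1*, the neighboring paralog of *Gstp2*, had 301 ± 302 CPM in the sham + v group, 426 ± 100 in the OVX + v group, 184 ± 168 in the OVX + E2 group and 210 ± 160 in the OVX + RAL group (SD, n = 5 each). Its log2 fold change against the OVX + v group was -0.50 in the sham + v group (standard error 0.302), -1.21 in the OVX + E2 group (standard error 0.368) and -1.02 in the OVX + RAL group (standard error 0.351), with adjusted p of 0.672, 0.351 and 0.402 from edgeR. Adjusted over the fixed list alone, which holds the paper's own calls on these data, the p for the OVX + E2 group was 0.0163 by edgeR. On log2(CPM + 1), *Gstp1* differed from the OVX + v group by -3.35 in the sham + v group (exact permutation test, two-sided, p = 0.341), -3.75 in the OVX + E2 group (exact permutation test, p = 0.00794) and -2.40 in the OVX + RAL group (exact permutation test, p = 0.0556), and adjusted by Benjamini-Hochberg over these tests the p were 0.341, 0.0238 and 0.0833. In 5 libraries *Gstp1* had no count (2 sham + v, 2 OVX + E2 and 1 OVX + RAL), and all 5 had counts of *Gstp2*. The sum of *Gstp1* and *Gstp2* was 512 ± 171 CPM in the sham + v group, 428 ± 104 in the OVX + v group, 340 ± 76.4 in the OVX + E2 group and 352 ± 81.6 in the OVX + RAL group (SD, n = 5 each). Against the OVX + v group, the log2 fold change of the sum was 0.26 in the sham + v group (standard error 0.275), -0.33 in the OVX + E2 group (standard error 0.329) and -0.28 in the OVX + RAL group (standard error 0.285) by edgeR. On log2(CPM + 1), the p of the sum in these comparisons were 0.381, 0.159 and 0.254 (exact permutation tests, two-sided). With TMM normalization the difference in the OVX + E2 group was -0.44 (SD 0.349, exact permutation test, p = 0.0794). From the 3 comparisons with the OVX + v group (Figs. 4 and 5), the paper concludes that the expression of *Gstp2* was reduced in that group.

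**Figure D1:**
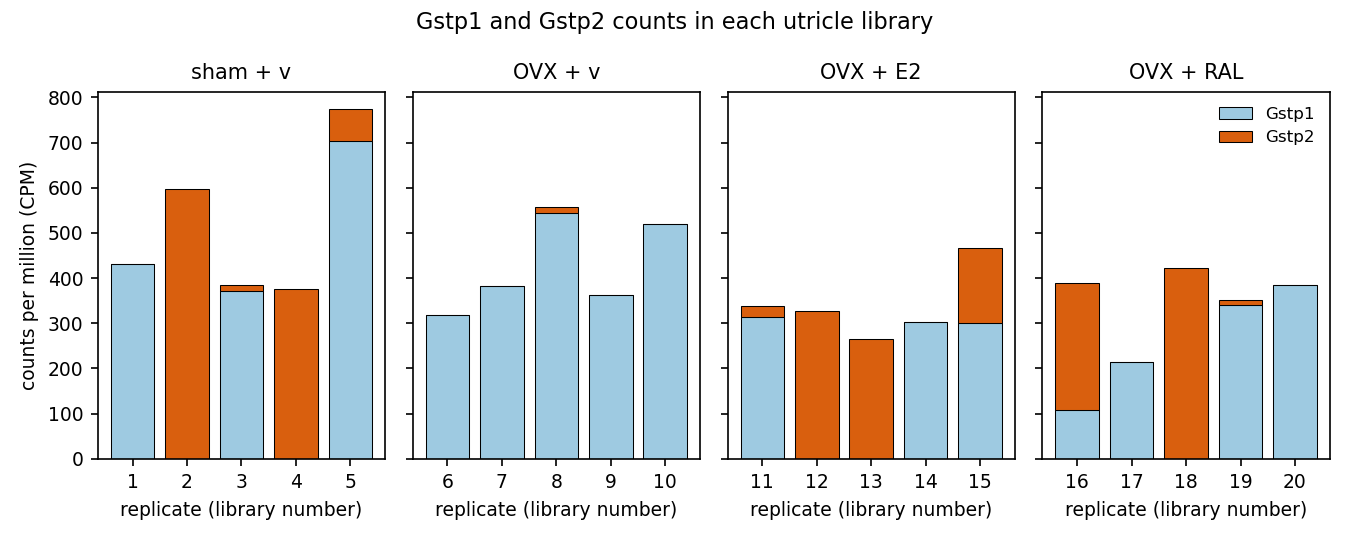
CPM of *Gstp1* and *Gstp2* in each library, stacked, in 1 panel per group. All OVX + v libraries hold *Gstp1*, *Gstp2* is counted there in replicate 8 alone, and the 5 libraries without *Gstp1* hold *Gstp2*.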

As aforementioned, the expression of *Gstp2* gene was significantly lower in the OVX + v group than in the other groups (Figs. 4 and 5). *Gstp2* codes glutathione S-transferase (GST) pi2. 

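*Gstp2* lies on the minus strand of chromosome 19 of GRCm39, from 4090285 to 4096023 in the deposited tables, and has 7 exons in its canonical transcript of 807 nucleotides. *Gstp1* lies next to it on the same strand, from 4085407 to 4087985, with 7 exons and a canonical transcript of 904 nucleotides. The 2 genes are 2299 bases apart. *Gstp3*, at 4107477 to 4109569, had no count in any of the 20 libraries. Reads of the 3′ library kit come from the 3′ end of a transcript. Of the 338 windows of 63 nucleotides (75 cycles less the 12 trimmed) in the last 400 nucleotides of *Gstp2*, 307 (90.8%) occur without a mismatch in *Gstp1*, and 316 (93.5%) with up to 2 mismatches. The longest stretch shared by the 2 transcript ends is 369 nucleotides. None of these windows occurs in *Gstp3*. The paper's text gives the mapping as run with default settings and does not name how reads that match both genes were counted.

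**Figure D2:**
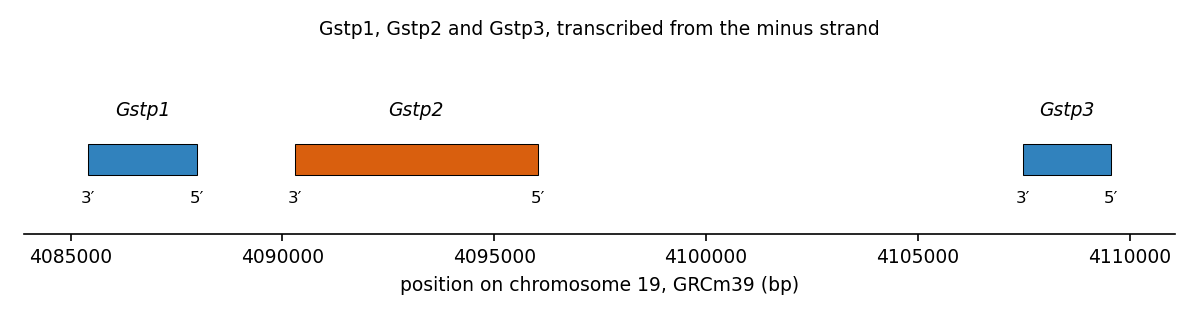
Positions of *Gstp1*, *Gstp2* and *Gstp3* on chromosome 19 of GRCm39, in bases, drawn to scale. All 3 genes lie on the minus strand, and *Gstp1* and *Gstp2* are 2299 bases apart.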

GST pi2 (GSTP) is a phase II detoxification enzyme that can detoxify reactive oxygen species or endogenous and exogenous toxic compounds^31^.

**Figure 4:**
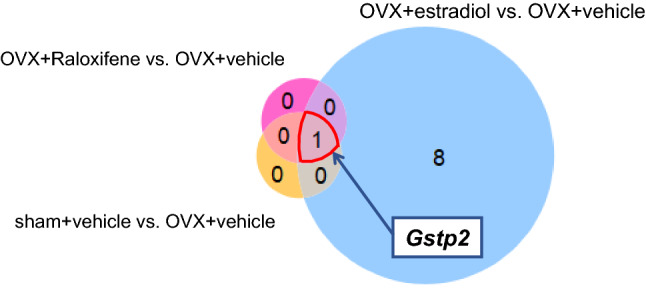
The Venn diagram for mRNA expression in the utricle of mice. The Venn diagram for mRNA expression difference in the utricle of the sham + vehicle, OVX + estradiol, and OVX + RAL groups compared to the OVX + vehicle group under a false discovery rate of 0.05 (each n = 5). Only the expression of *Gstp2* significantly decreased in the OVX + vehicle group compared with those of the other groups.

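In the edgeR comparisons of the deposited counts, 12 genes were past an adjusted p of 0.05 in at least 1 of the 3 comparisons with the OVX + v group. *Gstp2* was past it in all 3, no gene in exactly 2, and 11 genes in 1. The 3 comparisons share the OVX + v libraries. Across genes, which are not independent replicates, Spearman's rho between the log2 fold changes was 0.40 for the sham + v and OVX + E2 groups, 0.47 for the sham + v and OVX + RAL groups and 0.41 for the OVX + E2 and OVX + RAL groups. When both comparisons used the same 2 OVX + v libraries, mean rho was 0.56, 0.63 and 0.57, respectively. When each of the 2 comparisons used other OVX + v libraries (2 and 2 of the 5, taken in 30 ways), mean rho was -0.0039, -0.0040 and -0.013. The OVX + E2 and OVX + RAL groups were also compared with each other. *Gstp2* had a log2 fold change of 0.13 between them (standard error 0.532, adjusted p = 0.99996, edgeR with Benjamini-Hochberg adjustment), and -0.02 with TMM normalization. In the authors' deposited table, 2 genes have an FDR-adjusted p under 0.05 in the sham + v comparison, 8 in the OVX + E2 comparison and 1 in the OVX + RAL comparison.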

**Figure 5:**
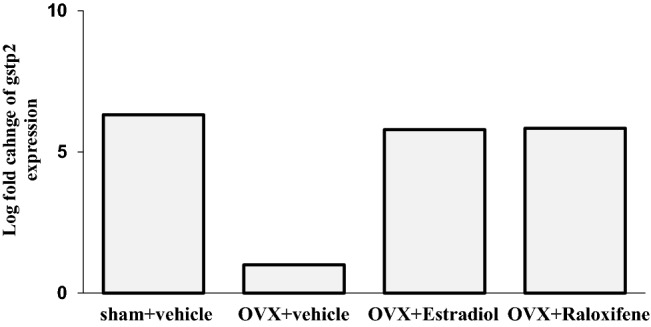
The expression of *Gstp2* in the utricle (each n = 5). The expression of *Gstp2* in the OVX + vehicle group was significantly lower than those in other groups (false discovery rate [FDR]-*p* < 0.001 vs. sham + vehicle group; FDR-*p* = 0.02 vs. OVX + estradiol group; FDR-*p* = 0.003 vs. OVX + raloxifene group).

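The counts of *Gstp2* in replicates 1 to 5 (sham + v) were 0, 1136, 22, 673 and 106, and in replicates 6 to 10 (OVX + v) they were 0, 0, 22, 0 and 0. In replicates 11 to 15 (OVX + E2) the counts were 36, 432, 330, 0 and 237, and in replicates 16 to 20 (OVX + RAL) 544, 0, 719, 21 and 0. As CPM, *Gstp2* was 211 ± 264 in the sham + v group, 2.49 ± 5.58 in the OVX + v group, 156 ± 144 in the OVX + E2 group and 143 ± 197 in the OVX + RAL group (SD, n = 5 each). On log2(CPM + 1), the difference from the OVX + v group was 4.80 for the sham + v group (exact permutation test, two-sided, p = 0.0476) and 4.94 for the OVX + E2 group (exact permutation test, p = 0.0476). For the OVX + RAL group the difference was 3.34 (exact permutation test, p = 0.286). Adjusted by Benjamini-Hochberg over these 3 tests, the p were 0.0714, 0.0714 and 0.286. With 5 libraries in each group the smallest p of the exact permutation test is 0.00794. The authors' deposited table gives log2 fold changes of 6.32 for the sham + v group (FDR-adjusted p = 4.02e-05), 5.79 for the OVX + E2 group (FDR-adjusted p = 0.00257) and 5.84 for the OVX + RAL group (FDR-adjusted p = 0.0222), from the authors' own test in CLC Genomics Workbench.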

### Immunohistochemistry

A higher intensity of the ER alpha (ERα) at the utricle was observed for the OVX + v group than for the sham + v group, and treatment with estradiol or raloxifene decreased it to the level observed for the sham + v group (Fig. 6). In addition, the intensity of 4-hydroxynonenal (4-HNE) was markedly higher in the OVX + V group than in the other groups. Especially, 4-HNE is a metabolite of lipid peroxidation and is known to be an oxidative stress marker^32^.

**Figure 6:**
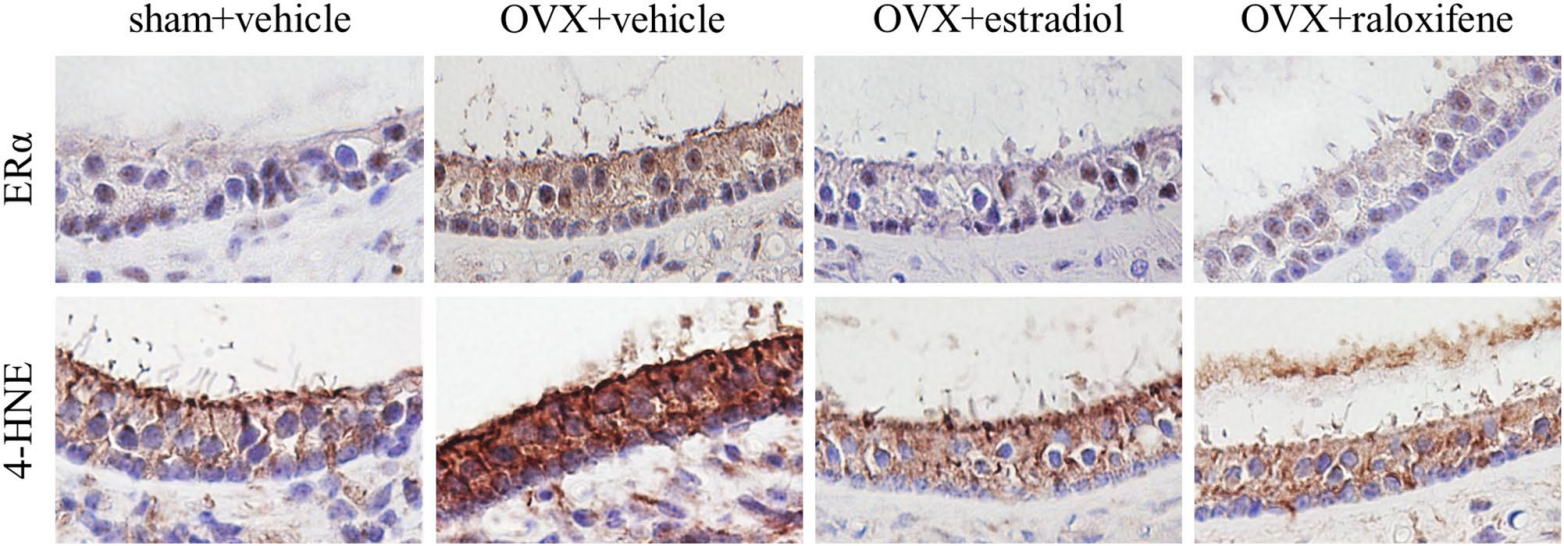
The immunohistochemistry of utricle. Staining of both estrogen receptor alpha (ERα) and 4-hydroxynonenal (4-HNE) were markedly stronger in the OVX + vehicle group than in the sham + vehicle group. Staining of ERα and 4-HNE in the OVX + estradiol and OVX + raloxifene groups were lower than those in the OVX + vehicle group and equal to those for the sham + vehicle group.

## Discussion

In this study, the volume of the utricle otoconial layer significantly increased by OVX, leading to estrogen deficiency. The administration of E2 or RAL prevented these morphological changes in the otoconial layer caused by OVX. RNA-seq analysis revealed that the expression of *Gstp2,* which encodes GSTP, significantly decreased in the OVX + v group. Immunohistochemical analysis showed that the expressions of ERα and 4-HNE were higher in the OVX + v group than in the other groups. These results suggest that the administration of E2 or RAL was effective in reducing the morphological changes in the utricle otoconial layer caused by estrogen deficiency by suppressing oxidative stress via ERs.

A previous work reported that OVX induced large and loose otoconia^19^ as well as higher volume of otoconial layer in the utricle^20^. Our findings of the OVX + v group support those of the aforementioned reports. It is notable that E2 and RAL suppress these changes of otoconial layer due to OVX. Although our data showed the change of ERα expression, we did not measure ERß since the previous study showed that estrogen regulated the expression of ERα while ERß was stable in the inner ear^33^. However, it remains unknown how ERα and ERß work to maintain the structure of utricle. Further studies are required to investigate the association of estrogen deficiency with ERα or ERβ.

The RNA-seq analysis revealed that the expression of *Gstp2* was significantly lower in the OVX + v group than in the other groups (Figs. 4 and 5). *Gstp2* GSTP, a member of the GST family. GSTs are phase II enzymes that detoxify endogenous or exogenous xenobiotics to protect cells^31^. GSTs catalyze the conjugation of electrophiles and cause cellular dysfunction with glutathione. The generated glutathione conjugates are eliminated extracellularly through a transporter, which is a multidrug resistance protein that protects cells from damage^34,35^. In addition to this detoxification, GSTP has recently been reported to regulate stress kinase signaling pathways^36–38^. Jun-terminal kinase (JNK) is a representative stress kinase that is triggered by stress, such as oxidative stress, head shock, and inflammatory cytokines^39–41^. GSTP forms a complex with JNK while preserving the basic JNK activity. Oxidative stress, cytokines, or drugs lead to the decomposition of the GSTP-JUN complex and activation of JNK signaling, resulting in apoptosis or proliferation^36,39,42^. Muthusami et al. reported that OVX induces impairment of the antioxidant system, including GST^43^. 

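Apart from *Gstp2*, 32 antioxidant and phase II genes of the fixed list were tested as a set. Against the OVX + v group, the median log2 fold change of these genes was 0.11 in the sham + v group, where 20 were higher and 12 lower. In the OVX + RAL group it was 0.11, with 18 higher and 14 lower. In the OVX + E2 group 16 were higher and 16 lower, and the median was -0.00058, or -0.12 with TMM normalization, which put 11 higher and 21 lower. That normalization moved the median of all genes in this comparison from -0.06 to -0.17. By limma's camera test of the set, the p adjusted by Benjamini-Hochberg over the 3 comparisons was 0.307 in each of them. No difference of the set from the other genes was thus found, which does not show that there is none. In simulated data with a dispersion of 0.1, a set of highly counted genes shifted by 1 on the log2 scale was found. Smaller shifts, and sets at the spread of these libraries, were not tried. The simulated data thus do not tell whether a shift of 1 in these 32 genes would have been found.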

Our results suggest that estrogen deficiency decreases GSTP expression, leading to intracellular accumulation of oxidative components.

The staining intensity of 4-HNE and ERα in the utricle was stronger in the OVX + v than in the other groups (Fig. 5). The strong intensity of ERα in the OVX + v group may represent feedback of estrogen deficiency. Especially, 4-HNE is a metabolite of lipid peroxidation and a well-known oxidative stress marker^32^. Previous studies have demonstrated that menopause induces an increase in oxidative stress and decreases antioxidative activity^43–49^. In addition, hormone replacement therapy^44–47^ or supplementation with antioxidant agents^48^ have been reported to prevent the adverse effects of OVX. It has also been reported that estrogen has antioxidant properties independent of the ER^21,50,51^. These studies have revealed a strong relationship between estrogen and oxidative stress. Some recent clinical studies have also shown that BPPV is associated with oxidative stress^22–24^. Based on the aforementioned, it is suggested that the control of oxidative stress may be a novel approach to BPPV, particularly for perimenopausal patients.

In this study, E2 and RAL were effective for the suppression of morphological changes in the otoconial layer. RAL, which is one of the SERMs, prevents unnecessary effects on the ER in the mammary gland or uterus^30^. Therefore, RAL is frequently used to treat menopausal osteoporosis^27,52^. RAL acts on the ER in bones as an agonist and in the mammary glands or uterus as an antagonist^49^. This can suppress the risk of estrogen-induced tumors^30^. It has been reported that the mechanism of this unique action of SERM could be explained by the differential expression of ER, differential conformation of ER on ligand binding, and differential expression and binding of coregulator proteins in target cells^53^. ER has been shown to widely exist in the inner ear^54^. However, its action on the ER in the inner ear is unknown. In this study, similar to E2, RAL prevented the morphological changes in the otoconial layer caused by OVX. Furthermore, immunohistochemistry results showed that the intensity of OVX + E2 was almost the same as that of OVX + RAL in the utricle. However, it remains unknown whether RAL acts directly on the inner ear. There is a possibility that the improvement in bone metabolism by the administration of RAL may indirectly alleviate the changes in the otoconial layer caused by estrogen deficiency. It has been reported that bone metabolism is related to glucose metabolism, lymphopoiesis, and fat metabolism via osteocytes or osteoblasts^55,56^. Some factors secreted by osteocytes or osteoblasts may also regulate otolith metabolism. Further studies are needed to identify whether SERMs directly or indirectly affect the inner ear.

This study has several limitations. First, as mice are not genetically monoclonal like cultured cells, there may have been false negative genes during the RNA analysis. In addition, a real-time PCR assay to validate altered gene expression was not performed. Second, it remains unclear how oxidative stress morphologically changes otoconia. It has been shown that otoconia are mainly composed of constituent proteins, anchoring proteins, and regulatory proteins^57^. Oxidative stress may also affect the expression of these proteins. Further studies are required to identify the molecular mechanism underlying the effect of oxidative stress on the otoconial structure or vestibular environment. Third, we assessed the volume of the utricle otoconial layer using only µCT and did not perform other techniques, including histopathology or scanning electron microscopy (SEM). We previously reported that the volume of the otoconial layer measured using µCT was significantly associated with the histopathological study results^20^. Therefore, the µCT results were considered reliable. However, as the voxel size in the µCT was 6 µm, SEM was needed for detailed observations. Fourth, this study did not consider the estrous cycle. Mice have a 4–5-day estrous cycle^58^. However, it has not been reported whether the estrous cycle influences the vestibular system. Future studies are required to confirm whether the estrous cycle influences the otoconial structure. In addition, we did not measure serum E2 as the cost of E2 measurement is high. Instead, we ascertain E2 deficiency indirectly by measuring the uterus weight and BMD. As both the uterine weight and BMD significantly decreased by OVX in this study, the OVX mice were thought to be E2-deprived. However, further studies are needed to include E2 measurement. Finally, the dose of E2 and RAL administered by pellet was higher than the dose clinically used^59,60^. In this study, pellets were used to administer E2 or RAL to prevent animals’ stress. However, further studies are needed to investigate whether lower doses of these drugs are effective for preventing the morphological changes of otoconial layer due to OVX.

In conclusion, estrogen deficiency led to morphological changes in the utricle otoconial layer, and the administration of E2 or RAL prevented these changes in the otoconial layer. The mechanism underlying the effects of E2 or RAL remains unknown. However, the results of this study suggest that E2 and RAL reduce oxidative stress. Further works are needed to investigate whether E2 or RAL reduce oxidative stress via ER.

## Material and methods

The study protocol was approved by the Ethics Committee for Animal Experiments of Ehime University (No. 05HI77-1). All methods were performed in accordance with the relevant guidelines and regulations. This study was conducted in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### Experimental animals and medications

Female C57BL/6 J mice were purchased from Japan SLC (Shizuoka, Japan) and randomly divided into the following four groups: (1) sham-operated with vehicle pellet (sham + v group), (2) OVX with vehicle pellet (OVX + v group), (3) OVX with pellet releasing 17beta-estradiol (OVX + E2 group), and (4) OVX with pellet-releasing raloxifene (RAL), which is a SERM (OVX + RAL group). The mice were either sham-operated or ovariectomized at 8 weeks of age under anesthesia using intraperitoneal injections of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). In the procedure of OVX, we made a skin incision at the lower back and identified the peritoneum. Then, we performed dissection of the peritoneum, removed the ovary, and finally sutured the incision. In sham-operated mice, the ovaries were identified and not removed, and vehicle pellets were implanted subcutaneously immediately after OVX. In the OVX mice, the following pellets were implanted subcutaneously: vehicle pellet, slowly releasing pellet of estradiol (50 µg/60 days), or slowly releasing pellet of raloxifene (2.4 mg/60 days) (Innovative Research of America, Sarasota, FL, USA). After OVX or sham operation, the mice were returned to their cages until further testing. All mice were kept in the same environment at a temperature of 21–23 °C and with a 12/12 h light/dark cycle (lights on 7:00 am to 7:00 pm), and they had free access to standard chow and water, ad libitum, at the animal facility at Ehime University.

The mice were sacrificed at 4 weeks after the OVX or sham operation, considering the results of a previous study, in which the volume of otoconial layer significantly increased at 4 weeks after OVX^20^. They were deeply anesthetized with ketamine (200 mg/kg) and xylazine (20 mg/kg) and euthanized. The otic bullae were removed and fixed with a 4% paraformaldehyde solution for 24 h, decalcified with 0.1 M EDTA for 4 days, and embedded in paraffin. The total BMDs of the femurs were measured using dual-energy X-ray absorptiometry with a bone mineral analyzer (DCS-600EX, Aloka, Tokyo, Japan). The uterine weight was measured to examine the effects of OVX and medication.

### Evaluation of the otoconial layer

The volume of the otoconial layer was assessed using µCT (Scanco Medical, Brüttisellen, Switzerland). We previously reported that the volume of the otoconial layer obtained from µCT scan images was correlated with that obtained in a histological study^20^. After sacrificing the mice under deep anesthesia, the otic bullae were removed and fixed with a 4% paraformaldehyde solution for 24 h. The otic bullae were post-fixed with 70% ethanol for 24 h, and µCT scanning using a Scanco Medical µCT35 System with an isotropic voxel size of 6 µm was performed. Scans were conducted with an X-ray tube potential of 70 kVp and an intensity of 114 µA, and the images of the utricle otoconial layer were analyzed using ImageJ software (US National Institute of Health, Bethesda, ML, USA) (Fig. 7). After binarization, the membranous structure of utricle otoconia was determined. The total areas of the utricle membranous structure from all slices for the four groups were compared.

**Figure 7:**
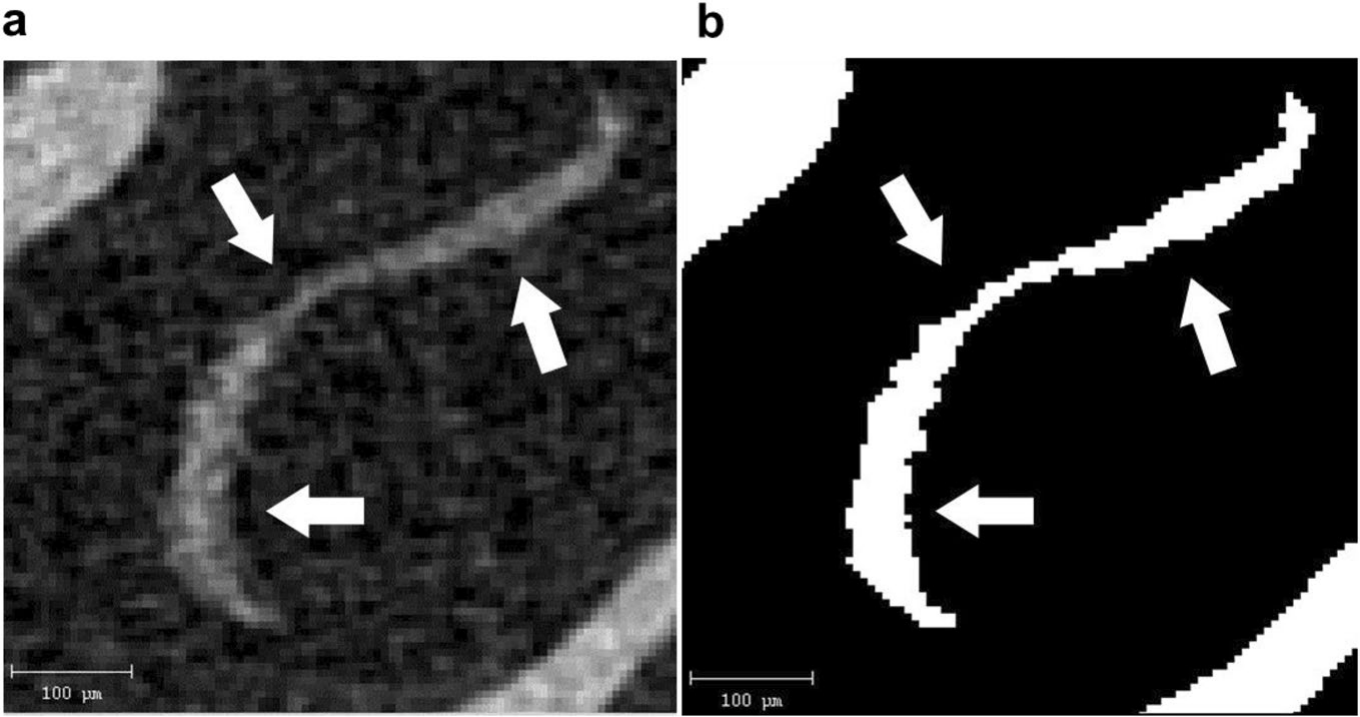
The micro-CT image of the utricle. (**a**) The original image of the utricle otoconial layer (white arrow) was obtained from a micro-CT scan. (**b**) The binarized image of the otoconial layer using Image J software. After binarization, the volume of the utricle otoconial layer was calculated using image J software.

### RNA-Seq analysis

After decapitation, the otic bullae were removed. The oval window was carefully fenestrated underwater, and the utricle was dissected. The utricle was rapidly stabilized using RNAprotect Tissue Reagent (#76,104, Qiagen, Hilden, Germany) and stored at 4 °C until RNA extraction. The total RNA was extracted from the utricle using the NucleoSpin RNA XS kit (#74,902.50, Macherey–Nagel, Waltham, MA, USA), according to the manufacturer’s instructions. RNA quality was checked using an Agilent 2100 Bioanalyzer (#G2939A, Agilent Technologies, Santa Clara, CA, USA), the RNA6000 pico kit (#5067–1513, Agilent Technologies), and the 2100 expert software (version B.02.07, Agilent Technologies). High-quality total RNA, which showed over 7 RNA integrity numbers (RIN), was used for further analysis, (average, 7.96; 7.30–8.24). The RNA-Seq library was constructed from 1 ng of total RNA using the QuantSeq 3’mRNA-Seq Library Prep Kit for Illumina (FWD) (#015.384, LEXOGEN, Vienna, Austria). The constructed library was sequenced using the NextSeq500 (Illumina) with NextSeq 5050/550 High Output Kit v2.5 (75 cycles) (#20,024,906, Illumina) at the Kazusa DNA Research Institute (Chiba, Japan). Sequence data were analyzed using the CLC Genomics Workbench (Qiagen). Briefly, the fastq was trimmed based on the guidelines of the library construction kit. Especially, the adaptor and polyA sequences and low-quality nucleotides at the 3’-end were removed. Trimming of the first 12 nucleotides at the 5’ end was performed, and short-length reads under 20 nucleotides were removed from the data set. The trimmed fastq was mapped to the Mus musculus (GRCm39.105) reference sequence using default settings. Differential expression analysis was performed by the CPM normalization method.

### Immunohistochemistry

After embedding in paraffin, sections of the otic bullae Sects. (4 µm) were prepared. They were subsequently deparaffinized and rehydrated. Antigen retrieval was performed in citraconic acid buffer (Immunosaver®, #097–06,192, Fujifilm Wako Pure Chemical Corporation) for 45 min in an autoclave at 95℃. Endogenous peroxidase activity was inhibited with 3% hydrogen peroxide for 15 min, and sections were blocked with an R.T.U. Animal Free Blocker and Diluent® (SP-5035, Vector Laboratories, Burlingame, CA, USA). After rinsing with phosphate buffer saline (PBS), the sections were incubated with rabbit polyclonal antibodies against ERα (1:200, #106,132-T08, Sino Biological) and 4-HNE (1:400, #bs-6313R, Bioss) overnight at 4℃. After subsequent rinsing with PBS once again, they were incubated with a secondary antibody (Histofine Simple Stain Mouse MAX-PO(R) #414,341, Nichirei Biosciences, Tokyo, Japan) for 1 h at room temperature and stained with the DAB chromogen for 10 min. After a final rinsing, counterstaining was performed using Mayer’s hematoxylin.

### Statistical analysis

The results are expressed as means ± standard deviations. The data of the groups were compared using ANOVA and the Steel–Dwass test with JMP for Macintosh (SAS Institute Inc., Cary, NC, USA). Statistical significance was set at *p* < 0.05. For the differential expression analysis of mRNA, the data of the OVX + v group were compared with those of the sham + v, OVX + E2, and OVX + RAL groups using t-test with CLC Genomics Workbench (Qiagen). FDP *p*-values < 0.05 were considered statistically significant.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository, GSE216449 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216449).

How the deposited data were processed for this re-analysis (not part of the article)

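RNA of the mouse utricle was sequenced from 4 groups of 5 libraries: sham + v, OVX + v, OVX + E2 and OVX + RAL. The uterine weights, bone densities, µCT volumes and stainings of the paper were not analysed here. Conditions were taken from the labels of the libraries, and replicates are named by the library numbers 1 to 20 of those labels. The deposited tables hold 0 columns of samples outside the series.

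As the paper describes it, the authors trimmed adaptors, poly(A) and low-quality ends, removed the first 12 nucleotides and reads under 20 nucleotides, mapped the reads to GRCm39.105 with default settings and counted them in CLC Genomics Workbench. The paper's text does not name the version or the handling of reads that match several genes. The deposited total counts are the raw counts of reads per gene, without normalization. The deposited CPM columns are a normalized signal, in which the authors scaled the CPM further by a factor for each library. This factor equals the inverse of the TMM factor that edgeR computes from the same counts to within 4.52e-06, and lies between 0.933 and 1.08. The deposited TPM and RPKM columns are equal to each other and to the CPM, without correction for length. The authors' deposited comparisons give a log2 fold change, a p-value and an FDR-adjusted p-value for each gene. The paper's methods name the CPM normalization method, and its statistics section a t-test in CLC Genomics Workbench with an FDR of 0.05. One deposited file holds 3 tables, of which 2 equal the other deposited tables, and the first was used. The counts of the 5 OVX + v libraries are identical in the 3 deposited tables.

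All fold changes and tests given here were computed from the deposited counts, and the deposited CPM, TPM, RPKM, log2 fold changes and p-values were used only for checks and where they are named as the authors' own. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. CPM was calculated from the total count of each library. Each of the OVX + E2, OVX + RAL and sham + v groups was compared with the OVX + v group by the quasi-likelihood test of edgeR (glmQLFit and glmQLFTest), in a fit of these 10 libraries alone, with the total count as library size and no TMM factor. Genes with at least 10 counts summed over the fitted libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors given with edgeR are the size of the log2 fold change divided by the square root of the F statistic. The OVX + v group was also compared with the mean of the other 3 groups in a fit of all 20 libraries, and the OVX + E2 group with the OVX + RAL group. The counts of *Gstp1* and *Gstp2* were summed into 1 feature and tested in the same way, as were those of *Amd1* and *Amd2*. Sets of genes were tested with camera of limma on log2 CPM with a prior count of 2.

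For *Gstp2*, *Gstp1* and their sum, log2(CPM + 1) was compared by exact permutation tests over all 252 groupings of 5 and 5 libraries, two-sided, and 15504 groupings of 5 and 15. Sequences were compared on the GENCODE vM39 annotation of GRCm39, in windows of 63 nucleotides of the last 400 nucleotides of the canonical transcripts. A gene with 3 counts or more was taken as detected. A fold against a group in which no library exceeded 3 counts is a lower bound, the mean CPM of the other group over the mean CPM that 3 counts make. Reads were counted without molecular identifiers, so that such floors cover counting error only.

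The genes to be named were set before the tables were read: every gene the paper names, their paralogs, *Esr1* and *Esr2*, and in each comparison the 5 genes with the smallest adjusted p in each direction among those past the threshold. *Apod*, *Orc2* and *Zdhhc14* were chosen after their values were seen. The alternatives tried were TMM normalization, DESeq2, no filter, the default filter of edgeR, at least 10 counts in every library, limma on log2(CPM + 1) and on log2(CPM + 0.1), the robust form of glmQLFit, all 4 groups in 1 fit, and each library left out in turn.

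The pipeline was tested on simulated data with 13820 genes, of which 200 were changed by 3 on the log2 scale. With dispersions as estimated from these libraries, edgeR recovered 90 of the changed genes (45.0%) with 24 false calls, DESeq2 85 (42.5%) with 98 false calls, and limma 0 with 1 false call. With a dispersion of 0.1 all 3 tools recovered 200. Without any simulated change, edgeR made 1 call, DESeq2 41 and limma 0. Of 40 pairs of replicates within groups, 0 had identical counts.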

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

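The test of the interferon-stimulated genes without 1 library was chosen only after the result was seen. The tests of the comparisons, the threshold of 0.05 and the rule for naming genes were set before the data were examined. The alternatives for the single genes named here were run after the genes were found.

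A library lay far from the other 4 of its group in 10 of 57 groups of 5 values tested by the ratio of gap to range, where chance gives about 2.85. In the OVX + v group, replicate 9 had 14.2% of its counts in its 10 largest genes, and replicate 8 had 534 CPM of *Amd1* and 0 CPM of *Ifit3*. In the OVX + RAL group, replicate 18 had 0 CPM of *Gstp1* and 508 CPM of *Amd1*, and replicate 17 had 2.15 CPM of *Cog5*. In the sham + v group, replicate 1 had 14264 CPM of *Apod* and 85939 CPM of *Ptgds*, and replicate 5 had 0 CPM of *Ttr*. In the OVX + E2 group, replicate 15 had 224 CPM of *Gm10800*. The low *Amd1* of OVX + v replicate 8 and the absent *Gstp1* of OVX + RAL replicate 18 stand beside 1090 counts of *Amd2* and 719 counts of *Gstp2* in the same libraries. OVX + RAL replicate 18 had 0 counts of *Amd2*, so that its low *Amd1* is not matched by its paralog. For the values of the other genes no explanation was tested.

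In the comparison of the sham + v group with the OVX + v group, *Eme1*, which the paper does not discuss, was past the threshold. It had counts in 3 of 5 sham + v libraries and in no OVX + v library, at least 28.1-fold higher (adjusted p = 0.0441, edgeR with Benjamini-Hochberg adjustment). Its adjusted p was above 0.05 in 13 of 17 alternatives, from 0.00366 to 0.912 over all of them, and 0.325 with the robust form of the same test. In 76 of 100 splits of the same 10 libraries as many genes were past the threshold, with a median of 2 and at most 22. The number of genes past the threshold cannot be told apart from that of a split at random, which is no test of *Eme1* itself.

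Between the OVX + E2 and OVX + v groups, 5 genes that the paper does not name were past the threshold. *Gm10800* was higher with a log2 fold change of 1.62 (adjusted p = 1.22e-05), in 4 of 5 OVX + E2 libraries above every OVX + v library, and has an FDR-adjusted p of 0.0419 in the authors' deposited table. *Ptgds* (-0.30, adjusted p = 6.22e-16), *S100b* (-0.55, adjusted p = 5.16e-08), *Ttr* (-1.76, adjusted p = 0.00700) and *Apod* (-0.31, adjusted p = 0.0466, chosen after its values were seen) were lower on the log2 scale by edgeR, each in 4 of 5 OVX + E2 libraries below every OVX + v library. *Ptgds* had 41872 ± 7308 CPM in the OVX + E2 group and 51488 ± 4588 in the OVX + v group (SD, n = 5 each). TMM normalization left all 5 genes past the threshold. With the robust form of the test the adjusted p of *Ptgds* was 0.0796 and that of *Ttr* 0.0588, and with limma on log2(CPM + 1) none of these was past it (*Gm10800* 0.752, *Ptgds* 0.894, *S100b* 0.844, *Ttr* 0.688). Over all alternatives the adjusted p ranged from 1.72e-07 to 0.761 for *Gm10800*, from 4.41e-31 to 0.9998 for *Ptgds*, from 1.33e-11 to 0.844 for *S100b* and from 6.63e-05 to 0.986 for *Ttr*. In 10 of 100 splits of the 10 libraries, the real grouping among them, as many genes were past the threshold, with a median of 2 and at most 19. By limma, 19 genes were past it, and 2 of 100 splits, again with the real grouping, gave as many. The splits compare the number of genes only and do not test the single genes, for which no explanation was tested.

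Between the OVX + RAL and OVX + v groups, *Ifit3* (log2 fold change 2.73, adjusted p = 9.08e-05) and *Ifi27l2a* (1.37, adjusted p = 0.0304) were higher and *Pakap_3* was at least 30.1-fold lower (adjusted p = 0.0110) by edgeR. All 5 OVX + RAL libraries were above every OVX + v library for *Ifit3*, and 1 of 5 for *Ifi27l2a*. *Pakap_3* had counts in 3 of 5 OVX + v libraries and in no OVX + RAL library. With the robust form of the test the adjusted p were 0.411, 0.411 and 0.0538, and over all alternatives they reached 1.00, 1.00 and 0.911. As many genes were past the threshold in 45 of 100 splits, with a median of 3 and at most 9. A list of 23 further interferon-stimulated genes, written before their values were read, had a mean of log2(CPM + 1) that was 1.26 higher in the OVX + RAL group (exact permutation test, two-sided, p = 0.0556, 0.167 adjusted by Benjamini-Hochberg over 3 comparisons). Of these genes 20 were higher, and 3 of 5 OVX + RAL libraries were above every OVX + v library. Without replicate 17, the library with the highest mean, the difference was 0.85 (exact permutation test, p = 0.127). Of the 23 genes 17 were then higher. The difference of *Ifit3* went from 3.01 (exact permutation test, p = 0.00794) to 2.48 (exact permutation test, p = 0.0238). That of *Ifi27l2a* went from 1.07 (exact permutation test, p = 0.0952) to 0.59 (exact permutation test, p = 0.206). Most of the difference of the set thus stayed without replicate 17. Neither a single library nor an effect of raloxifene on interferon-stimulated genes was shown to be its source.

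The OVX + E2 and OVX + RAL groups, compared with each other, differed in 10 genes (1 higher and 9 lower in the OVX + E2 group, edgeR), which is a test of the difference between the effects of the 2 drugs. *Gm10800* was higher (log2 fold change 1.95, adjusted p = 9.83e-07), and *S100b* (-0.94, adjusted p = 1.56e-18), *Ptgds* (-0.41, adjusted p = 5.45e-15), *Slc4a11* (-3.86, adjusted p = 2.27e-12), *Bpifa1* (-3.25, adjusted p = 8.10e-10) and *Cog5*, without a count in the OVX + E2 group, were lower. Over all alternatives the adjusted p reached 0.647 for *Gm10800*, 0.650 for *Slc4a11*, 0.106 for *Cog5* and 0.9999 for *S100b*, *Ptgds* and *Bpifa1*. With 1 library left out that of *Bpifa1* rose to 0.453. *Bpifa1* had 482 ± 711 CPM in the OVX + RAL group and 50.3 ± 101 in the OVX + E2 group (SD, n = 5 each). *Slc4a11* had 462 ± 552 and 31.8 ± 29.6 CPM, respectively. In 8 of 100 splits of the 10 libraries as many genes were past the threshold, with a median of 4 and at most 15. With limma on log2(CPM + 1), 3 genes were past it, and 32 of 100 splits gave as many.

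The comparison of the OVX + v group with the mean of the other 3 groups put 283 genes past the threshold, 280 higher and 3 lower in the OVX + v group. Besides *Gstp2*, *Tmco1* and *H2ac19* were lower, and the smallest adjusted p among the higher genes were those of *Cog5*, *Amd2*, *Smim10l2a*, *St6galnac3* and *Rgs17*. Of the 280, 208 had counts in 1 OVX + v library only, 51 in 2 and 21 in 3 or more, and 266 had no count in the other 15 libraries. Their median sum over the OVX + v libraries was 30.5 counts. In 12 of 50 splits of the 20 libraries as many genes were past the threshold, with a median of 253 and at most 336. The robust form of the test put 285 genes past the threshold. DESeq2 put 34 past it, 11 higher and 23 lower, of which 2 were shared, and the default filter of edgeR left 1. Without 1 of the other 15 libraries 3 to 5 genes were past it, and without 1 OVX + v library 181 to 229. Limma on log2(CPM + 1) put 0 past it, with 614 at an unadjusted p under 0.05. Limma found 0 of 200 changed genes in simulated data of 2 groups with the spread of the sham + v and OVX + v libraries. A comparison with the mean of 3 groups was not simulated. The 0 of limma therefore does not tell whether the calls are false.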

How the results depend on the processing

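Unique counts, counts per transcript and *Orc8*, which is not listed in the tables, were not analysed here. The alternatives for genes named by their smallest adjusted p, for *Gstp1*, *Amd1* and *Orc2* and for *Gstp2* in the last 2 comparisons, and the fit with the other 15 libraries as 1 group were chosen after seeing the data.

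The number of genes past the threshold depended on the test and the filter. For sham + v against OVX + v it was 2, both higher. It was 1 with TMM normalization, 12 with DESeq2 (4 higher and 8 lower) and 1 with all 4 groups in 1 fit. With the default filter of edgeR it was 0 (148 at an unadjusted p under 0.05), and with at least 10 counts in every library 0 (143). It was 6 with limma on log2(CPM + 0.1) (1 higher and 5 lower) and 0 with the robust fit (1709). Limma on log2(CPM + 1) also gave 2, both lower, of which 0 were shared. For OVX + E2 against OVX + v it was 8, and it was 38 with DESeq2 (7 higher and 31 lower), 1 with the default filter, 1 with the filter in every library, 19 and 36 with limma on log2(CPM + 1) and log2(CPM + 0.1), all lower, 4 with the robust fit and 2 with all 4 groups. For OVX + RAL against OVX + v it was 4, and it was 0 with the default filter (171), 0 with the filter in every library (175), 0 and 2 with the 2 forms of limma (670 for the 0), 0 with the robust fit (1668) and 1 with all 4 groups. DESeq2 also gave 4, of which 0 were shared. For OVX + v against the other 3 groups it was 283 (280 higher and 3 lower), and it was 34 with DESeq2 (11 higher and 23 lower). It was 1 with the default filter, 0 with the filter in every library (54) and 0 with both forms of limma (614 and 577). With the other 15 libraries as 1 group it was 298, of which 269 were shared. For OVX + E2 against OVX + RAL it was 10, and it was 40 with DESeq2, 0 with the default filter (151), 2 with the filter in every library, 3 and 22 with the 2 forms of limma and 6 with the robust fit. The cause was not tested. With 1 library left out, the counts ranged from 1 to 10, from 6 to 17 and from 3 to 11 in the first 3 comparisons. They ranged from 3 to 229 and from 8 to 16 in the last 2. For OVX + v against the other 3 groups, they were 3 to 5 without a library of the other groups. Without an OVX + v library they were 181 to 229 there.

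*Gstp2* kept its direction in every alternative of the 3 comparisons with OVX + v that could test it, and the filter of 10 counts in every library removed it. Its adjusted p was under 0.05 with TMM normalization, without a filter and with all 4 groups in 1 fit, and not in the following. With DESeq2 the log2 fold change was 6.40, 5.93 and 5.89 in the sham + v group, the OVX + E2 group and the OVX + RAL group (adjusted p = 0.655, 0.529 and 0.869). With the default filter it was 6.33 and 5.90 in the sham + v and OVX + E2 groups (0.884 and 0.755), and the filter removed it in the third. With limma on log2(CPM + 1) it was 4.80, 4.94 and 3.34 (0.912, 0.487 and 0.911), and on log2(CPM + 0.1) it was 6.79, 6.93 and 4.66 (0.882, 0.600 and 0.893). With the robust fit it was 6.34 and 5.77 in the sham + v and OVX + RAL groups (0.383 and 0.421), and the adjusted p in the OVX + E2 group was 4.68e-04. Without 1 library, it ranged from 4.81 to 11.00 in the OVX + RAL group, and the adjusted p was above 0.05 in 1 of 10 fits. In the OVX + v group against the other 3, where *Gstp2* was at -6.00, its adjusted p was 0.288 with DESeq2, 0.466 with the default filter, 0.961 and 0.948 with the 2 forms of limma, 0.302 with the robust fit and 0.0109 with the other 15 libraries as 1 group.

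Reversed values were small or rested on few libraries. *Esr1* in the sham + v group (1.27) was -0.046 and -0.60 with the 2 forms of limma. *Amd1* in the OVX + E2 group (0.00) was -0.11 with TMM normalization and -0.015 with DESeq2. *Gstp2* between the OVX + E2 and OVX + RAL groups (0.13) was -0.019 with TMM normalization. The otoconia set in the OVX + E2 group (median 0.01) was -0.10 with TMM normalization and -0.093 with the filter in every library. TMM normalization moved the median of all genes there from -0.06 to -0.17, and limma's 2 forms to -0.46 and -0.74. Without 1 library, *Esr1* ranged from -5.73 to 3.99 in the sham + v group, from -0.058 to 4.64 in the OVX + E2 group and from -5.77 to 0.35 in the OVX + RAL group, *Amd1* from -0.19 to 0.11 in the OVX + E2 group, *Amd2* from -1.22 to 6.66 in the OVX + v group against the other 3, and *Gstp2* from -0.33 to 1.102 between the OVX + E2 and OVX + RAL groups. The otoconia set ranged from -0.020 to 0.30 in the sham + v group and from -0.043 to 0.15 in the OVX + E2 group, and the antioxidant set from -0.12 to 0.076 in the OVX + E2 group.

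The correlations of the log2 fold changes by edgeR were 0.40, 0.47 and 0.41. On the measure used for subsets of libraries, over 14870 genes, they were 0.36, 0.43 and 0.37 with all 5 OVX + v libraries. Their means were 0.56, 0.63 and 0.57 when both comparisons used the same 2 OVX + v libraries. With disjoint OVX + v libraries the means were -0.0039, -0.0040 and -0.013. The 3 log2 fold changes of the sum of *Gstp1* and *Gstp2* kept their direction and stayed above the threshold in all 13 alternatives each. Among 40 log2 fold changes of single genes, each of 1 gene in 1 comparison and all but those of *Gstp2* in the 3 comparisons with OVX + v alone, the alternatives that kept all libraries gave 306 values, of which 180 were the same, 112 weaker, 9 stronger and 5 reversed, and leaving out 1 library gave 477, of which 361 were the same, 104 weaker and 12 reversed. In the smallest library, OVX + E2 replicate 14, a gene under 2.67 CPM has fewer than 3 counts and was not taken as detected.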

Differences from the paper's values

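The paper gives an FDR-adjusted p of 0.02 for *Gstp2* between the OVX + E2 and OVX + v groups, and the value by edgeR was 4.63e-06. The paper names a t-test in CLC Genomics Workbench, so that its values and those by edgeR come from unlike tests. Of the alternatives set before the data were examined, the fit without OVX + E2 replicate 12 gave 0.0263, within 1.5 times the paper's value, and the others did not come as near. For the OVX + RAL and OVX + v groups the paper gives 0.003, and the value by edgeR was 1.48e-06. None of the alternatives set before the data were examined closed this gap, and the nearest was 0.00101 with all 4 groups in 1 fit. The authors' deposited table gives 0.00257 for the OVX + E2 group and 0.0222 for the OVX + RAL group, the reverse order of the paper's text.

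The Venn diagram shows about 1 gene for the OVX + RAL group (Fig. 4, read by eye), and edgeR gave 4. With all 4 groups in 1 fit the number was 1, and with the other alternatives set before the data were examined it was from 0 to 11, none of them within 1.5 times the paper's number. For the sham + v group it shows about 1 gene (Fig. 4, read by eye), and edgeR gave 2. With TMM normalization and with all 4 groups in 1 fit the number was 1, as it was in 3 of the 10 fits that left out 1 library, and with the other alternatives set before the data were examined it was from 0 to 12.

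The paper lists *Mettl16*, *Slc35b1*, *Wdr41*, *Sra1* and *Stard8* as lower in the OVX + E2 group at its threshold, and each had an adjusted p of 0.351 here by edgeR, in the same direction. *Mettl16* was past the threshold with DESeq2 (adjusted p = 0.00429) and with limma on log2(CPM + 1) (0.0306) and log2(CPM + 0.1) (0.0357), *Wdr41* with DESeq2 (0.00199) and limma on log2(CPM + 0.1) (0.0486), and *Stard8* with DESeq2 (0.0102). DESeq2 put 38 genes past the threshold in this comparison and made 41 calls in simulated data without any change. A call by DESeq2 alone, as for *Stard8*, therefore does not show a difference. *Slc35b1* and *Sra1* were past the threshold in none of the alternatives run. In the authors' deposited table their FDR-adjusted p are 0.0426 for *Mettl16*, 0.0276 for *Wdr41*, 0.0955 for *Stard8*, 0.138 for *Sra1* and 0.180 for *Slc35b1*. The paper also lists *Orc8*, and no gene of that name is listed in the tables. *Gm10800* and *Rgp1*, which the paper does not name, have FDR-adjusted p of 0.0419 and 0.0426 for the OVX + E2 group in the authors' deposited table. *Orc2*, which was chosen after its values were seen, has an FDR-adjusted p of 0.0426 in the authors' deposited table, and here an adjusted p of 0.351 by edgeR, 0.00176 with DESeq2, 0.0294 with limma on log2(CPM + 1) and 0.00756 with limma on log2(CPM + 0.1), alternatives run after seeing the values.

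For the sham + v and OVX + RAL comparisons the paper's text names *Gstp2* and no other gene. In the authors' deposited table, *Zdhhc14*, chosen after its values were seen, has an FDR-adjusted p of 0.0445 in the sham + v comparison. Here *Eme1* in the sham + v group and *Ifit3*, *Ifi27l2a* and *Pakap_3* in the OVX + RAL group were also past it by edgeR.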

Other observations

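The tests of the sum of *Amd1* and *Amd2*, of *Gstp2* by limma and of the within-group spread of *Gstp1* and *Gstp2* were chosen only after the result was seen.

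The counts of *Gstp1* and *Gstp2* ran against each other between libraries of the same group. The coefficient of variation over the 20 libraries was 73.2% for *Gstp1* and 143% for *Gstp2*, and 31.0% for their sum. The SD of the sum within groups was 115 CPM, where shuffling *Gstp2* among the libraries of each group gave a median of 265 CPM (one-sided permutation test, p = 0.00079, 100000 permutations). No library had 0 counts of both genes, 5 had 0 of *Gstp1* and 8 had 0 of *Gstp2*. Several explanations of the lower *Gstp2* in the OVX + v group were tested. Reads of the 2 genes may have been assigned to either of them: 90.8% of the read-length windows at the 3′ end of *Gstp2* occur in *Gstp1*, and the sum of both genes differed by 0.13 on log2(CPM + 1) between the OVX + v group and the other 15 libraries (exact permutation test, two-sided, p = 0.572). A difference in library size would leave *Gstp2* uncounted in libraries of other groups of the same size, and it was counted in 11 of the 13 that were no larger than the largest OVX + v library. For the libraries without *Gstp1*, few molecules per library would leave many genes with as many counts at 0 too, and of 932 genes with a mean count within 2-fold of *Gstp1*, 0.215% were at 0 in as many libraries. This was not tested for *Gstp2*. A lower expression of *Gstp2* in the OVX + v group therefore cannot be told apart from the assignment of reads shared with *Gstp1*. A variant of the strain against the reference was not tested, since the reads were not analysed here.

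The adjusted p of *Gstp2* also depended on how the spread between replicates was taken. *Gstp2* was higher than in every OVX + v library in 4 of 5 sham + v, 4 of 5 OVX + E2 and 2 of 5 OVX + RAL libraries. The standard error of its log2 fold change in the sham + v group was 0.676 by edgeR, 2.56 by DESeq2 and 1.62 by limma on log2(CPM + 1), and the smallest adjusted p of the 3 comparisons with limma was 0.487. In simulated data with the spread of the sham + v and OVX + v libraries limma found 0 of 200 genes changed by 3 on the log2 scale. Changes as large as that of *Gstp2* were not simulated. In the OVX + E2 comparison limma put 19 genes past the threshold. Whether limma could find *Gstp2* is thus not known, and its p does not tell whether the spread is underestimated by edgeR. With the robust form of edgeR's test the adjusted p was 0.383, 4.68e-04 and 0.421 for the sham + v group, the OVX + E2 group and the OVX + RAL group. The adjusted p over all alternatives and left-out libraries ranged from 5.43e-25 to 0.912 in the sham + v group.

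*Amd2* and *Amd1* are a second pair of paralogs. *Amd2* is a gene of 1 exon on chromosome 10, and 95.6% of the windows at its 3′ end occur in *Amd1*. Of the windows at the 3′ end of *Amd1* 0% occur in *Amd2*. These windows lie outside *Amd1* as the deposited counts define it, since its 3′ end is at 40163454 there and at 40162797 in the annotation used for sequences. The 0% therefore does not tell whether counted reads of *Amd1* match *Amd2*. The 2 libraries with the most *Amd2*, OVX + v replicate 8 and sham + v replicate 4, had 1090 and 1029 counts. The sum of both genes did not differ between the OVX + E2 and OVX + v groups (log2 fold change -0.14, standard error 0.188, unadjusted p = 0.448, edgeR). *Amd2* was a small part of the sum, with 129 CPM against 1219 CPM of *Amd1* in the OVX + v group, and *Amd1* was not higher in the OVX + E2 group (1220 CPM). The sum therefore does not tell reads shared between the paralogs from a loss of *Amd2*.

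The OVX + E2 libraries held fewer genes than the OVX + v libraries, 7427 to 9680 against 10004 to 10694 (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 allow). When the OVX + v libraries were thinned to the totals of the OVX + E2 libraries, in 20 draws, they still held 10108.5 genes on average (exact permutation test, p = 0.00794), so that the number of reads does not explain the difference. Among 10902 genes with a mean count under 100, 14 were higher and 78 lower in every OVX + E2 library than in every OVX + v library, 0.844% where chance gives 0.794%, and 2 of 126 splits of the libraries gave as large an excess in one direction. Among 2793 genes with a mean count of 100 or more, 8 were higher and 14 lower, and 27 of 126 splits gave as large an excess. Fewer molecules captured in the OVX + E2 libraries may explain the larger number of lower genes there. A loss of expression after estradiol was not told apart from it.

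The log2 fold changes of the 3 comparisons were correlated across genes, and the correlation farthest from 0 was -0.013 when the comparisons used disjoint OVX + v libraries. The correlations with all libraries may thus come from the OVX + v libraries that the comparisons share.

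Markers of 6 cell types, fixed in lists beforehand, were compared in 18 tests, and the smallest Benjamini-Hochberg adjusted p was 0.560. The muscle set had the smallest p, 0.0794 (exact permutation test, two-sided, OVX + E2 group, difference -1.38 on log2(CPM + 1)). RNA of muscle from outside the utricle in single libraries is a candidate source of the differences in this set.

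*Esr1*, which encodes ERα, had counts in 1 sham + v, 2 OVX + v, 3 OVX + E2 and 1 OVX + RAL library of 5 each, and *Esr2* in 1, 1, 1 and 0. Whether a difference in them could be found at this depth was not tested. A set of genes of otoconial proteins had a median log2 fold change of 0.16 in the sham + v group (20 genes), 0.01 in the OVX + E2 group (19 genes) and 0.16 in the OVX + RAL group (18 genes), with an adjusted p of 0.981 over the 3 comparisons in each by limma's camera test, and -0.10 in the OVX + E2 group with TMM normalization.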
